A study of Mus musculus with 20 samples.

How the data were processed

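Bulk RNA sequencing was analysed for keratinocytes sorted by flow cytometry from ear and dorsal skin of 20 mice. The conditional knockout mice (cKO) carried floxed Cyp11b1 alleles and a tamoxifen-inducible Cre recombinase driven by the Krt14 promoter, and the controls were littermates with the floxed alleles and no Cre. Tamoxifen was given on 5 days, on the skin (topical) or into the peritoneum (systemic), and cells were taken on day 6. Each combination of genotype and route had 5 mice. Per the labels, total RNA was made into SmartSeq II libraries.

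The authors deposited 1 table of raw counts, that is, whole-number read counts per gene without normalization, for 25719 Ensembl mouse gene identifiers with symbols and 1 column per mouse. The aligner, the counting tool and the genome build are not stated, so genes are named by symbol and identifier and no coordinates are given. Of the identifiers, 25665 were found in a GENCODE mouse annotation and 24997 carried the same symbol there. That annotation supplied GC content and transcript length, which were known for 12405 of the 12424 genes tested. Library totals ran from 11.6 to 50.1 M counts. No molecular identifiers are described, so counting error is the least error each value can have, and a floor of 3 counts in a library was taken as the limit of detection.

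All 20 libraries were fitted together with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr at its defaults (minimum count 10, minimum total count 15), which kept 12424 genes, a quasi-likelihood model with robust dispersion and 1 coefficient per group, and two-sided F tests. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. The contrasts were cKO against control within each route, the interaction of genotype and route, and systemic against topical within each genotype. Levels of single genes are CPM, that is, counts scaled to the library total with TMM factors, except that the highest level and the floor of Cyp11b1, the means of keratin genes, Ptprc and Fos, and summed levels of lists use the library total alone, and errors are SDs over the 5 mice of a group or standard errors (SE) of log2 fold changes. The pipeline was tested on simulated data of the same size, in which 200 of 12424 genes were changed by a log2 fold change of 1.5 in 1 comparison: 186 of these were called, with 12 unchanged genes called beside them, and 1 gene was called in a comparison without changes. The changed genes were drawn from the better expressed ones, and counts were simulated independently for each gene. Libraries differed in nothing else but depth, so this test does not cover hidden differences between libraries. Cyp11b1 was compared by exact two-sided permutation tests on log2 CPM with a pseudocount of 1 CPM. The correlation between the genotype effects of the routes was set against 1000 permutations of the genotype labels within each route.

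Gene lists were tested with limma 3.58.1 (camera on voom values, inter-gene correlation 0.01, two-sided), adjusted over 18 tests of 6 lists in 3 contrasts. The lists were glucocorticoid-induced genes, keratinocyte inflammation, antigen presentation, interferon-stimulated genes, proliferation and terminal differentiation. Each test was repeated with fry and with camera at an estimated correlation. Genes of steroid synthesis and steroid receptors were looked at singly. Marker lists covered the dissociation response, hair follicle, epidermal immune cells, fibroblasts, melanocytes, endothelium, erythroid cells, sebaceous gland and skeletal muscle. Sex was read from the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, with a summed level over 5 CPM taken as male, and Xist was not used here. The design, these lists, the first set of alternatives below and the rule for naming genes were written before the data were examined.

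The rule named, for each genotype comparison and the interaction, up to 5 rising and 5 falling called genes with the smallest adjusted p, an absolute log2 fold change of at least 1 and, in the genotype comparisons, no overlap in CPM between the 5 libraries of each group. Route comparisons had up to 3 in each direction. Predicted genes and pseudogenes were passed over. Cyp11b1, steroid genes past the filter and called members of a tested list were named as well. Any other gene in the text was chosen after its values were seen.

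The alternatives chosen then were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma voom with sample quality weights, all genes with a count, genes with a mean of at least 5 CPM, non-robust dispersion, a fit of only the libraries compared, the number in the sample name as a block, sex as a covariate, up to 3 surrogate variables (sva 3.50.0), and leaving out each library in turn. Chosen after seeing the data were covariates for satellite-like transcripts (summed CPM of 12 predicted genes over 50, over 1000, or on the log2 scale), the log2 library total, the percent of counts from mitochondrial genes, and per-library offsets for trends with GC content and length. Lists of satellite-like genes, p53 targets, interferon-gamma-induced genes, lysosomal genes, cholesterol synthesis genes and genes with detained introns were also written then, and tested with the marker lists in a family of 70 tests. For each comparison, other splits of the same libraries into groups of the same sizes were refitted. No library was left out.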

Results

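Gene expression was measured in sorted keratinocytes of 20 mice in 4 groups of 5: topical cKO, topical control, systemic cKO and systemic control. Cyp11b1 encodes the enzyme that completes corticosterone synthesis, and its deletion in keratinocytes was induced with tamoxifen on the skin (20 µl on the ear, 100 µl on the back) or by intraperitoneal injection (100 µl of 10 mg/ml). Library totals averaged 20.2 ± 7.20 M counts in topical cKO, 19.5 ± 7.64 M in topical control, 24.5 ± 16.4 M in systemic cKO and 19.03 ± 4.69 M in systemic control (mean ± SD, n = 5 each). The smallest library was systemic cKO 2 with 11.6 M and the largest systemic cKO 4 with 50.1 M. Between 14536 and 18750 genes had at least 1 count in a library. Across genes, log2 CPM of the 40 pairs of libraries from the same group correlated at 0.932 to 0.986. Keratin transcripts were abundant, with a mean of 43252 CPM for Krt14 and 13056 CPM for Krt10, whereas the leukocyte gene Ptprc averaged 0.0371 CPM.

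The libraries also differed in ways that the groups do not name. Y-linked transcripts marked 2 of the 5 topical cKO, 3 topical control, 2 systemic cKO and 3 systemic control mice as male. Mitochondrial genes took 1.87% (systemic control 4) to 7.49% (topical cKO 5) of the counts. Transcripts of 12 predicted genes with satellite-like sequence summed to between 0.839 and 42.5 CPM in 14 libraries and to 79.4 CPM or more in the 6 others, with a maximum of 37287 CPM in systemic cKO 2. These 6 libraries were all 5 systemic controls and 1 systemic cKO. The same 6 libraries were apart from the other 14 in other transcripts. Laptm4a ranged from 8.89 to 19.8 CPM in the 6 and from 40.2 to 118 CPM in the 14, Got2 from 16.01 to 22.7 against 52.3 to 110 CPM, and Ykt6 from 4.58 to 7.93 against 15.8 to 29.0 CPM. These genes were picked after their values were seen. Because the split nearly follows genotype in the systemic libraries, comparisons below are given with and without satellite-like CPM as a covariate. A comparison within each side of the split was not possible, since 1 side holds 4 systemic cKO and no systemic control library, and the other side holds 1 systemic cKO library.

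**Figure D1:**
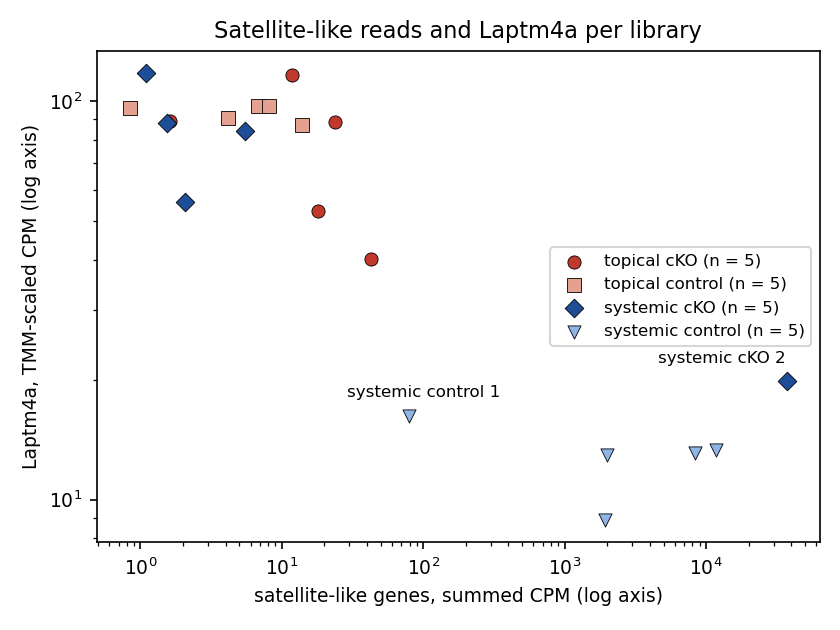
Summed CPM of 12 satellite-like genes (x axis, log scale) and TMM-scaled CPM of Laptm4a (y axis, log scale), with 1 point per library and 5 libraries per group. The 5 systemic controls and systemic cKO 2 lie at 79.4 CPM or more on the x axis and at 19.8 CPM or less for Laptm4a.

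Cyp11b1 (ENSMUSG00000075604), the targeted gene, was compared first, to ask whether its transcript was lower in cKO keratinocytes. It had 7 reads in 2 of the 5 topical cKO libraries, 9 reads in 4 topical control libraries, 4 reads in 1 systemic cKO library and 2 reads in 2 systemic control libraries, and no library had more than 6. A floor of 3 counts corresponds to between 0.0599 and 0.259 CPM in these libraries, and the highest level in any library was 0.386 CPM. The mean difference on the log2 scale was -0.084 in the topical comparison (exact two-sided permutation p 0.468, 252 arrangements, n = 5 per group) and 0.011 in the systemic comparison (exact permutation p 1). A pseudocount of 0.1 CPM moved the topical difference most, to -0.46 (exact permutation p 0.373), and leaving out 1 library gave -0.12 (without topical cKO 5, p 0.230) to -0.0096 (without topical control 6, p 0.905). Without systemic cKO 5 the systemic difference was -0.027 (exact permutation p 0.444). A loss of the transcript was not detectable at this depth, and no fold change is given. The counts per gene cannot show recombination at the locus.

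Topical cKO was compared with topical control to ask how keratinocytes change when the deletion is induced on the skin. Of 12424 genes tested, 16 were called, all of them higher in cKO, and 703 had an unadjusted p under 0.05. The DESeq2 Wald test moved this count most, to 42 genes (39 higher, 3 lower), which included all 16. Leaving out topical control 1 or topical control 7 gave 10 genes in each case. With satellite-like CPM over 50, over 1000 or on the log2 scale as a covariate, 16 genes were called each time, and 15 of them were shared with the fit without it; no topical library exceeded 50 CPM. Mgmt (ENSMUSG00000054612) rose by a log2 fold change of 1.61 (SE 0.18, adjusted p 1.10e-04), from 2.98 ± 0.648 CPM in controls to 9.15 ± 1.60 CPM in cKO (SD, n = 5 each). Mcam (ENSMUSG00000032135) had the largest change of the genes named by the rule, 4.03 (SE 0.48, adjusted p 1.34e-04), from 1.21 ± 0.177 to 19.7 ± 6.09 CPM. Dcxr (ENSMUSG00000039450) rose by 1.38, Fbxw9 (ENSMUSG00000008167) by 1.19 and Ptp4a3 (ENSMUSG00000059895) by 1.85, with adjusted p between 1.10e-04 and 3.76e-04. In these 5 genes the lowest cKO library was above the highest control library, and each kept its call in all 10 fits that left out 1 library. The interferon-stimulated genes Ifi27l2a (ENSMUSG00000079017) and Bst2 (ENSMUSG00000046718) rose by 2.51 (SE 0.50) and 2.00 (SE 0.40), both with an adjusted p of 0.0446. Ifi27l2a lost its call in 7 of the 10 fits that left out 1 library (adjusted p up to 0.214, without topical control 6), and Bst2 in 8 (up to 0.180, without topical control 5). Among the other alternatives, Ifi27l2a lost its call in 10 of 16 (adjusted p from 1.13e-04 to 0.451) and Bst2 in 4 of 15 (2.80e-04 to 0.218).

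**Figure D2:**
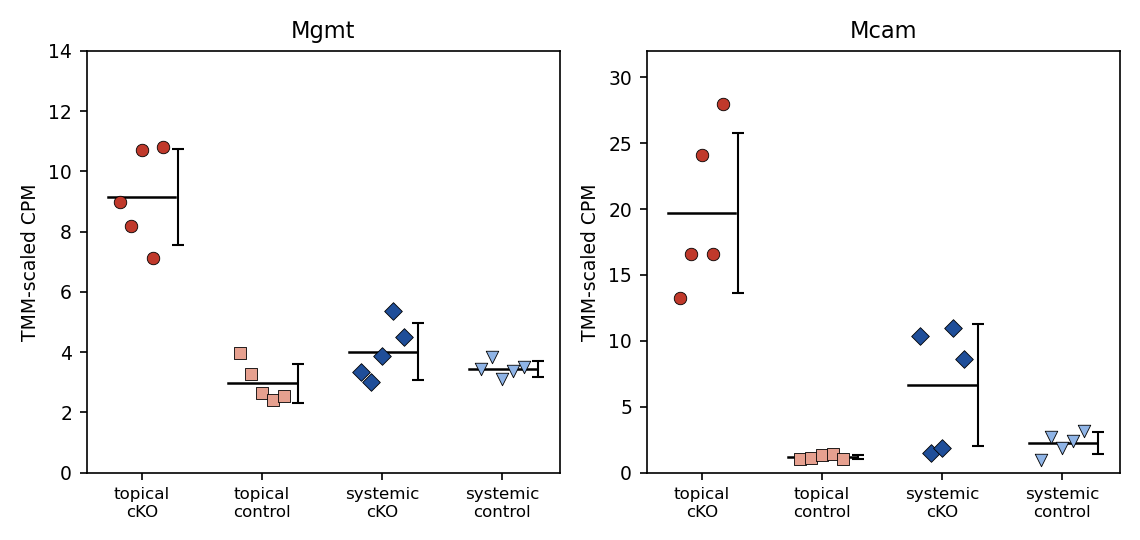
TMM-scaled CPM of Mgmt (left) and Mcam (right) per library in the 4 groups, with 1 point per mouse, the mean as a horizontal line and the SD as a bar (n = 5). Topical cKO libraries lie at 7.12 to 10.8 CPM for Mgmt and 13.2 to 27.97 CPM for Mcam, above all other libraries of both plots.

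Systemic cKO was compared with systemic control to ask the same after injection. There were 235 called genes, 169 higher and 66 lower in cKO, and 1907 genes with an unadjusted p under 0.05. With satellite-like CPM as a covariate, no gene was called under any of its 3 forms, and 263 (over 50), 639 (over 1000) and 562 (log2) genes had an unadjusted p under 0.05. These covariates nearly follow genotype in the systemic libraries, and the form over 50 leaves systemic cKO 2 alone against the controls. A lack of calls can therefore come from the split or from the few libraries left to compare. In the other direction, the percent of mitochondrial counts as a covariate raised the count to 1320 genes, which included all 235. A fit of only the 10 systemic libraries gave 35 genes, all higher in cKO. The count also rested on single libraries: without systemic cKO 2 it was 787, without systemic cKO 6 it was 81, and 9 of the 10 fits that left out 1 library moved it by more than 1.5 times. The rising named genes with the smallest adjusted p were Rraga (ENSMUSG00000070934), with a log2 fold change of 1.42 (SE 0.18, adjusted p 4.26e-04), Ykt6 (ENSMUSG00000002741) with 1.88 (SE 0.24, adjusted p 4.26e-04) and Laptm4a (ENSMUSG00000020585) with 2.51 (SE 0.34, adjusted p 5.94e-04). Laptm4a was at 73.2 ± 37.0 CPM in cKO and 12.9 ± 2.61 CPM in controls (SD, n = 5 each), with systemic cKO 2 at 19.8 CPM. Mmp24 (ENSMUSG00000027612) rose by 2.12 and Arpc3 (ENSMUSG00000029465) by 1.59. Haus5 (ENSMUSG00000078762) fell by 1.10 on the log2 scale, Cdca2 (ENSMUSG00000048922) by 1.27, Ip6k2 (ENSMUSG00000032599) by 1.12, Rgs11 (ENSMUSG00000024186) by 1.79 and Rsrp1 (ENSMUSG00000037266) by 1.30. The terminal differentiation genes Lor (ENSMUSG00000043165), Flg2 (ENSMUSG00000049133) and Cdsn (ENSMUSG00000039518) rose by 2.62, 1.78 and 1.79, with adjusted p of 0.0107, 0.0318 and 0.00728. None of these 13 genes was called with a satellite-like covariate, and in the fit of only the systemic libraries 8 of them lost their call, including the 5 falling genes (adjusted p 0.0590 for Haus5 to 0.134 for Rsrp1) and Lor, Flg2 and Cdsn. Of the 10 fits that each left out 1 library, Rgs11 lost its call in 6 (adjusted p up to 0.0883, without systemic cKO 5), Rsrp1 in 7 (0.107, without systemic cKO 5) and Flg2 in 7 (0.0939, without systemic cKO 6).

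The interaction asks whether the genotype effect differed between the routes. It had 31 called genes, 23 with a higher and 8 with a lower effect in the systemic mice, and 1739 with an unadjusted p under 0.05. The mitochondrial covariate moved this count upward most, to 364 genes, and a satellite-like covariate gave 0 called genes in each of its forms, with 306 (over 50), 723 (over 1000) and 533 (log2) at an unadjusted p under 0.05. With the replicate number as a block, 0 genes were called as well. Without systemic cKO 2 the count was 470, without systemic control 1 it was 150, and without systemic cKO 5 it was 16. The 5 named genes with a higher systemic effect were Arpc3 (1.89, SE 0.30), Ykt6 (2.05, SE 0.33), D7Ertd443e (ENSMUSG00000030994; 2.17, SE 0.36), Rraga (1.502, SE 0.25) and Laptm4a (2.78, SE 0.46), each with an adjusted p of 0.0115. Those with a lower systemic effect were Mgmt (-1.40, SE 0.26, adjusted p 0.0165), Haus5 (-1.44), Dcxr (-1.16), Sulf2 (ENSMUSG00000006800; -1.52) and Slc1a5 (ENSMUSG00000001918; -1.45), the last with an adjusted p of 0.0417. Of the 20 fits that each left out 1 library, Haus5 lost its call in 5 (adjusted p up to 0.0612, without systemic cKO 5), Dcxr in 7 (0.0783, without topical control 7), Sulf2 in 8 (0.0791, without systemic cKO 5) and Slc1a5 in 15 (0.103, without systemic cKO 5). No gene was called in both genotype comparisons, and of the 251 called in either, 95 had the same sign in both. Across all 12424 genes, which are not independent replicates, the log2 fold changes of the routes correlated at r = -0.16 (Spearman's rho -0.22). Permuting the genotype labels within routes gave r from -0.44 to 0.41 (central 95%), and 477 of 1000 permutations were as far from 0. With the satellite-like covariates r was 0.090, 0.11 and 0.039, and leaving out 1 library gave -0.26 (without systemic cKO 2) to -0.056 (without systemic cKO 4).

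**Figure D3:**
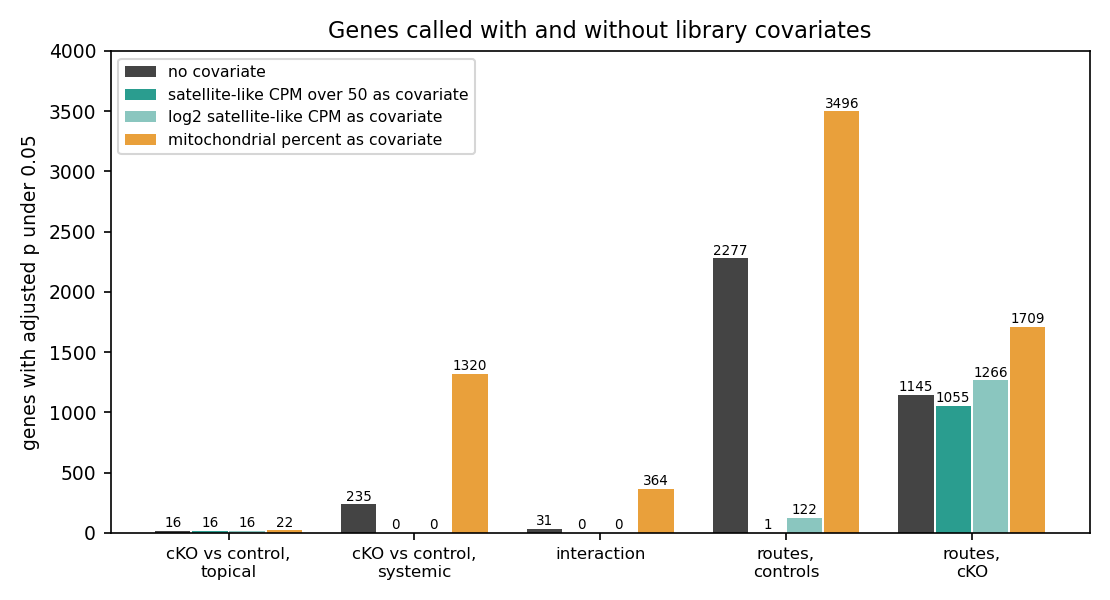
Number of genes with an adjusted p under 0.05 (y axis) in the 5 comparisons (x axis), each without a covariate, with satellite-like CPM over 50 or on the log2 scale, and with mitochondrial percent as a covariate. The systemic genotype comparison goes from 235 to 0, 0 and 1320 genes, and the topical one from 16 to 16, 16 and 22.

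Camera gave an adjusted p under 0.05 in 10 of 18 list tests, and none of the 10 held under fry or under camera with an estimated correlation after adjustment (smallest adjusted p 0.216 and 0.496). Of the 18 tests, fry changed the side of the threshold in 10, more than any other planned setting besides the estimated correlation. Glucocorticoid-induced genes had a median log2 fold change of 0.26 in the topical comparison (higher in 19 of 22, adjusted p 0.0225) and 0.11 in the systemic one (0.218). Without topical control 5 the topical median was 0.15 (adjusted p 0.115). Interferon-stimulated genes rose by a median of 0.44 in the topical comparison (14 of 16 genes, adjusted p 8.45e-06) and 0.53 in the systemic one (12 of 16, adjusted p 0.0263; 0.154 without systemic control 1), and the topical median was 0.22 without topical cKO 7 and 0.88 without topical cKO 5. Keratinocyte inflammation genes had a median of 0.51 in the topical comparison (17 of 21, adjusted p 0.0142; 0.176 without topical control 1, and a median of 0.24 without topical cKO 7) and -0.41 in the systemic one (adjusted p 0.218). Terminal differentiation genes had medians of -0.33 (lower in all but 6 of 27, adjusted p 6.01e-04) and 0.55 (higher in 23 of 27, adjusted p 1.79e-06). The topical median was -0.18 without topical cKO 2 and the systemic one 0.85 without systemic cKO 4, and the systemic median was 0.024 with satellite-like CPM over 50 as a covariate. Antigen presentation genes had medians of 0.050 (adjusted p 0.495) and 0.46 (13 of 17, adjusted p 6.56e-04). Proliferation genes had 0.033 (adjusted p 0.671) and -0.077 (0.330). By gene, the interferon-stimulated list held 9 called genes in the topical comparison when adjusted over the list alone and 2 over all genes. The terminal differentiation list held 11 in the systemic comparison adjusted over the list alone and 3 over all genes, and 6 and 0 in the interaction. The interferon-stimulated list held 2 and 0 in the systemic comparison and 1 and 0 in the interaction. The other 4 tested lists held no called gene in either way in any of the 3 contrasts; the unadjusted counts for all genes are given above.

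Of the 17 genes of steroid synthesis and steroid receptors, 6 passed the filter, and none was called in either genotype comparison or in the interaction, adjusted over the list alone or over all genes. The glucocorticoid receptor gene Nr3c1 (ENSMUSG00000024431) was at 27.98 ± 5.37 CPM in topical cKO and 26.8 ± 6.66 CPM in topical control, a log2 fold change of 0.066 (SE 0.16), and the systemic change was -0.11 (SE 0.16). The mineralocorticoid receptor gene Nr3c2 (ENSMUSG00000031618) changed by 0.88 (SE 0.44, adjusted p 0.900) and 0.099 (SE 0.39). Star (ENSMUSG00000031574) changed by -0.45 (SE 0.41) and 0.059 (SE 0.39), Hsd3b6 (ENSMUSG00000027869) by 0.51 (SE 0.51) and 0.75 (SE 0.53), Cyp17a1 (ENSMUSG00000003555) by -0.64 (SE 0.38) and -0.42 (SE 0.38), and H6pd (ENSMUSG00000028980) by 0.69 (SE 0.35) and 0.32 (SE 0.36), in the topical and the systemic comparison. In the systemic comparison the sign of Star, Hsd3b6, Nr3c1 and Nr3c2 flips under at least 1 alternative, and that of Cyp17a1 flips without systemic control 1 (0.15).

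The routes were compared within each genotype to describe the setting in which the genotype effects were measured. In controls, 2277 genes were called between systemic and topical mice, 1263 higher and 1014 lower after injection. Satellite-like CPM over 50 as a covariate, which in controls is the same split as the route, left 1 called gene and 731 at an unadjusted p under 0.05; over 1000 left 102 genes and the log2 form 122. Without systemic control 3 there were 1463. In cKO, 1145 genes were called, 645 higher and 500 lower. The satellite-like covariates gave 1055, 1259 and 1266 genes there, and surrogate variables moved the count most, to 1835. Without topical cKO 5 there were 746. Gpnmb (ENSMUSG00000029816) had the largest change of the named genes in both genotypes. It was lower after injection by a log2 fold change of -6.43 in controls (SE 0.37, adjusted p 4.56e-10) and -6.64 in cKO (SE 0.38, adjusted p 2.75e-10), with 681 ± 197 CPM in topical cKO and 6.86 ± 2.90 CPM in systemic cKO (SD, n = 5 each). In controls, Ano9 (ENSMUSG00000054662) was higher after injection by 1.96 and Plxna3 (ENSMUSG00000031398) by 1.66, and Rraga and Arpc3 were lower, at -1.85 and -2.17. With satellite-like CPM over 50 as a covariate, Gpnmb kept its call and Ano9, Plxna3, Rraga and Arpc3 did not. In cKO, Fermt3 (ENSMUSG00000024965) was higher by 2.68, Abtb2 (ENSMUSG00000032724) by 1.67 and Neurl3 (ENSMUSG00000047180) by 2.75, and Uap1l1 (ENSMUSG00000026956) and Tspan3 (ENSMUSG00000032324) were lower, at -1.57 and -1.21. All 6 named genes in cKO kept their call under every alternative in which they had a value and in the 10 fits that left out 1 library.

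**Figure D4:**
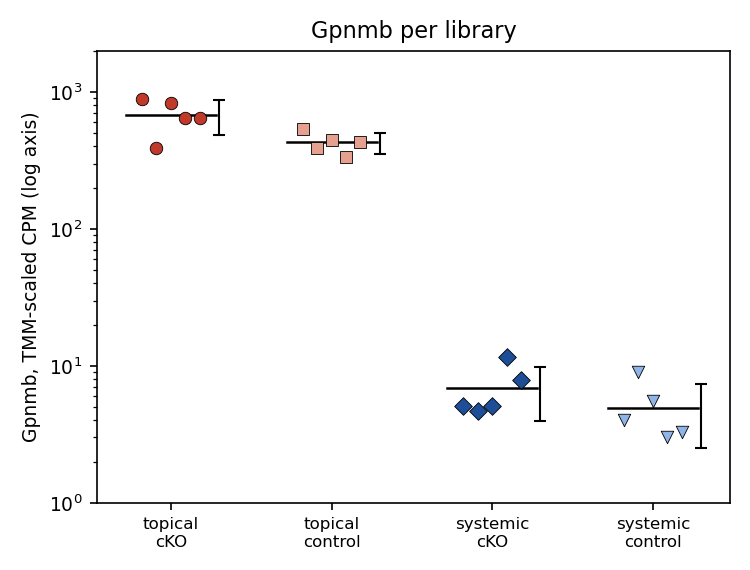
TMM-scaled CPM of Gpnmb per library (y axis, log scale) in the 4 groups, with 1 point per mouse, the mean as a horizontal line and the SD as a bar (n = 5). The 10 topical libraries lie between 337 and 890 CPM and the 10 systemic libraries between 3.003 and 11.5 CPM.

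Markers of other cell types and of the dissociation of tissue were checked in the same libraries. Of 24 tests of 8 marker lists over the genotype contrasts and the interaction, 1 had an adjusted camera p under 0.05, the fibroblast list in the topical comparison (median log2 fold change 0.93, adjusted p 0.0127), and none did under fry (smallest adjusted p 0.137; 0.398 for fibroblasts). Summed levels reached at most 125 CPM for the fibroblast list, 35.6 CPM for melanocytes, 10.5 CPM for epidermal immune cells, 10.4 CPM for endothelium, 43.3 CPM for hair follicle, 321 CPM for sebaceous gland and 7.74 CPM for skeletal muscle. Of the 5 erythroid genes, 1 passed the filter, and their sum was at most 7.25 CPM. The dissociation response list, which keratinocytes also express, summed to between 25840 and 65996 CPM, with Fos at a mean of 12972 CPM. It held 1 called gene in the systemic comparison, adjusted over all genes or over the list alone. Adjusted over the list alone, melanocyte markers held 2 called genes and erythroid markers 1 in that comparison, and none over all genes. In the interaction the dissociation response and erythroid lists each held 1 called gene over the list alone, and none over all genes.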

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

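All tests of explanations in this part were chosen after the results were seen, apart from the interaction tests, the list tests and the counts over other splits of the libraries.

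In 118 sets of 5 values from the same group, 4 (3.39%) held a library far from the other 4 by Dixon's criterion, about what chance gives (1 in 20). For 2 of the 4 the library was systemic cKO 2. Its summed satellite-like transcripts were 15.19 on the log2 scale, against 0.14 to 2.46 in the other systemic cKO libraries, and its Ykt6 level was 3.16 against 4.54 to 4.91. The others were D7Ertd443e in systemic control 4 (1.72 against 2.12 to 2.21) and Nr3c2 in systemic cKO 7 (1.09 against 0.71 to 0.81). The last 2 are single values in a number that chance would give, and no explanation was tested for them. Systemic cKO 2 lies with the 5 systemic controls in satellite-like transcripts and in Laptm4a, Got2, Ykt6 and Rraga. A swapped label was weighed with a score over the 16 genes called in the topical comparison. It was 0.18 in systemic cKO 2, in the range of the other systemic cKO libraries (-0.39 to 0.21) and above the systemic controls (-0.73 to -0.21, SD 0.19), which argues against a control library under this label. Mcam was at 10.4 CPM in it, against 0.957 to 3.18 CPM in systemic controls. The test of a swapped label was first read as undecided, and its criterion was reworded after these values were seen. The reading rests on 1 library. The score does not part the groups as a whole (exact two-sided permutation p 0.0556, n = 5 each), since systemic cKO 4 and 5 lie in the range of the controls.

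The genotype effect differed between the routes by the interaction test for 10 named genes: Arpc3 (1.89), Ykt6 (2.05), D7Ertd443e (2.17), Rraga (1.502), Laptm4a (2.78), Mgmt (-1.40), Haus5 (-1.44), Dcxr (-1.16), Sulf2 (-1.52) and Slc1a5 (-1.45). With the replicate number as a block none was called (adjusted p from 0.0542 for Ykt6, at 2.00, to 0.112 for Dcxr, at -1.10). None was called either with a satellite-like covariate in any of its 3 forms (over 50, over 1000, log2). The estimates moved apart, however: Ykt6 was at 0.54, 1.36 and 1.17, whereas Mgmt was at -1.65, -1.49 and -1.51, Sulf2 at -1.67, -1.71 and -1.70 and Dcxr at -1.15, -1.10 and -1.15. Of the 20 fits that each left out 1 library, Haus5 lost its call in 5 (adjusted p up to 0.0612, without systemic cKO 5), Dcxr in 7 (0.0783, without topical control 7), Sulf2 in 8 (0.0791, without systemic cKO 5) and Slc1a5 in 15 (0.103, without systemic cKO 5). Of 100 splits of the 20 libraries drawn from 31752, 1 gave as many genes as the interaction, which was the real one. Of 100 splits of the 10 topical libraries drawn from 126, 1 gave as many genes as the topical comparison, also the real one. For the systemic comparison it was 2 of 100: the other exchanged systemic cKO 2 and systemic control 5, and gave 354 genes against 235. That split parts the libraries almost as satellite-like transcripts do. The split that parts them exactly at 1000 CPM of these transcripts, by exchanging systemic cKO 2 and systemic control 1, was not among the 100 drawn and gave 1128 genes, so the count of 2 leaves out at least 1 larger split.

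The systemic comparison, and with it part of the interaction, may therefore reflect whatever sets the 6 libraries with high satellite-like transcripts apart. The estimates of Mgmt, Sulf2 and Dcxr changed less than that of Ykt6, but they do not decide this for those 3 genes. No topical library exceeds 50 CPM, so with that form the topical part of an estimate cannot change. Its systemic part then rests on systemic cKO 2 alone. When the 10 systemic libraries were parted by satellite-like CPM over 1000 instead of by genotype, 1128 genes were called, against 235 by genotype. That cutoff puts systemic control 1 (79.4 CPM), which is 1 of the 6, on the side of the low libraries. The 1128 genes therefore belong to a split that differs from that of the 6 libraries. A difference in library size is argued against as the whole cause, since 218 genes were called with the log2 library total as a covariate. The same reading applies to GC content and transcript length (410 genes with per-library offsets) and for cell condition read from the mitochondrial share (1320 genes). Added reads from genomic DNA raise levels and do not lower them, yet 100 genes were called at least 2-fold lower in systemic controls. Genomic DNA as the source of the satellite-like reads themselves stays open: 3 of the 5 libraries with over 1000 CPM had more chemoreceptor genes detected than any of the other 15 libraries (83 to 492 genes in the 5, at most 119 in the 15, of 1584 in the table). These 5 libraries cannot be told apart on this point from libraries with another source of such reads. The labels give no batch, processing day or plate, so a difference in handling was not tested. A biological difference between the systemic genotypes also stays open and untested, because 5 of the 6 libraries are controls.

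The interaction also passed the threshold for 3 lists under camera: antigen presentation (median 0.23, adjusted p 0.0357), keratinocyte inflammation (-0.63, adjusted p 0.0263) and terminal differentiation (0.85, higher in 25 of 27 genes, adjusted p 9.12e-08). None passed under fry (adjusted p 0.592, 0.365 and 0.216). The antigen presentation median was 0.55 without topical cKO 7 and 0.059 without topical cKO 5, and lost its side of the threshold in 10 of 20 fits that each left out 1 library (adjusted p up to 0.319, without topical cKO 5). The inflammation median was -1.01 without topical cKO 5 and -0.41 without systemic cKO 4, and it lost its side of the threshold in 5 of the 20 fits (adjusted p up to 0.153, without topical control 1). With the satellite-like covariates (over 50, over 1000, log2), the inflammation median was -0.092, -0.41 and -0.26 and no longer past the threshold, so the split of the libraries may account for part of it. Antigen presentation (0.54, 0.43 and 0.39) and terminal differentiation (0.38, 0.43 and 0.49) stayed past it under camera.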

How the results depend on the processing

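The alternatives with satellite-like transcripts, library total, mitochondrial percent, and GC content and length were chosen after seeing the data; the others were chosen first. Where no reason is given for a change, the cause was not tested.

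The topical count of 16 genes was within 1.5 times in 7 of 10 alternatives chosen first. It was 42 under the DESeq2 Wald test, 9 with the replicate number as a block and 32 with surrogate variables. Across the 10 fits that each left out 1 library it ran from 10 (without topical control 1, and without topical control 7) to 19 genes. The systemic count of 235 was within 1.5 times in 7 of 10 alternatives chosen first. It was 563 under the Wald test, 618 with surrogate variables and 35 in a fit of only the libraries compared, which has fewer libraries to estimate dispersion from. It was 0 with each satellite-like covariate (263, 639 and 562 genes at an unadjusted p under 0.05), 1320 with mitochondrial percent and 410 with GC and length offsets. Leaving out 1 library gave 81 (without systemic cKO 6) to 787 genes (without systemic cKO 2).

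The interaction count of 31 was within 1.5 times in 4 of 9 alternatives chosen first; a fit of only the libraries compared does not exist for it. It was 315 under the Wald test, 218 under voom with quality weights, 49 at a mean of at least 5 CPM, 49 with sex and 0 with the replicate block (1632 at an unadjusted p under 0.05). With the satellite-like covariates it was 0 (306, 723 and 533 at an unadjusted p under 0.05), with mitochondrial percent 364 and with GC and length offsets 76. Leaving out 1 library gave 16 (without systemic cKO 5) to 470 genes (without systemic cKO 2). The route count in controls was 3475 under voom, 1, 102 and 122 with the satellite-like covariates (over 50, over 1000, log2) and 3496 with mitochondrial percent, and ran from 1463 (without systemic control 3) to 2524 genes when 1 library was left out. In cKO it was 1835 with surrogate variables and 746 (without topical cKO 5) to 1218 with 1 library left out.

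The replicate numbers were not shown to pair the mice. Effects of libraries with the same number correlated at -0.14 to 0.34 (2 of 3 over 0.1) in the topical comparison, -0.02 to 0.24 (2 of 3) in the systemic one, -0.18 to 0.27 (1 of 4) between routes in controls and -0.31 to 0.29 (1 of 4) in cKO. So few pairs cannot exclude a pairing, and the block is given as an alternative alone.

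The correlation between the genotype effects of the routes was 0.047 with the replicate block, 0.090, 0.11 and 0.039 with the satellite-like covariates and -0.096 over called genes alone. It ran from -0.26 (without systemic cKO 2) to -0.056 (without systemic cKO 4) when 1 library was left out. The systemic difference in Cyp11b1 ran from -0.027 (without systemic cKO 5) to 0.029; depth limits it, since no library had more than 6 counts.

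Under fry and under camera with an estimated correlation, which keep each median and allow for more correlation between genes, 10 list results were no longer past the threshold. In the topical comparison these were glucocorticoid-induced (0.26), interferon-stimulated (0.44), keratinocyte inflammation (0.51) and terminal differentiation genes (-0.33). In the systemic one they were antigen presentation (0.46), interferon-stimulated (0.53) and terminal differentiation (0.55). In the interaction they were antigen presentation (0.23), inflammation (-0.63) and terminal differentiation (0.85). At a mean of at least 5 CPM, with fewer genes tested, medians were -0.018 for topical antigen presentation (reversed), and 0.42 for systemic antigen presentation, 0.42 for systemic interferon-stimulated genes, 0.25 and -0.68 for antigen presentation and inflammation in the interaction, none past the threshold.

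With the replicate block, topical medians were -0.017 for antigen presentation, -0.093 for proliferation and 0.073 for terminal differentiation (all 3 reversed), and 0.18 for glucocorticoid-induced and 0.17 for inflammation genes (no longer past the threshold). The systemic ones were 0.30 for interferon-stimulated genes (no longer past it), and -0.52 for inflammation and -0.19 for proliferation (now past it). With satellite-like CPM over 50, systemic medians reversed for glucocorticoid-induced (-0.081), inflammation (0.26) and proliferation genes (0.16), and that of terminal differentiation was 0.024. In the interaction, glucocorticoid-induced genes had -0.35 (now past the threshold), inflammation -0.092 and proliferation 0.077 (reversed). Over 1000, proliferation had 0.0031 (reversed) and terminal differentiation 0.083 in the systemic comparison, and inflammation -0.41 in the interaction. On the log2 scale, glucocorticoid-induced genes had -0.0026 and proliferation 0.0079 in the systemic comparison (both reversed), and inflammation -0.26 in the interaction.

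When 1 library was left out, topical medians ran from -0.23 (without topical cKO 4) to 0.28 (without topical cKO 5) for antigen presentation, 0.15 (without topical control 5) to 0.37 for glucocorticoid-induced, 0.24 (without topical cKO 7) to 0.67 for inflammation and -0.089 (without topical control 6) to 0.14 for proliferation genes. Systemic medians ran from -0.022 (without systemic control 6) to 0.22 for glucocorticoid-induced and 0.44 to 0.69 for interferon-stimulated genes, the latter not past the threshold without systemic control 1 or systemic cKO 2. Interaction medians ran from 0.059 (without topical cKO 5) to 0.55 (without topical cKO 7) for antigen presentation, -0.32 (without systemic control 6) to 0.041 (without systemic control 5) for glucocorticoid-induced, -0.83 (without topical cKO 5) to -0.051 (without topical cKO 7) for interferon-stimulated and -1.01 (without topical cKO 5) to -0.41 (without systemic cKO 4) for inflammation genes. Without topical cKO 5, 2 list results came past the threshold that were not past it with all libraries. These were antigen presentation in the topical comparison and interferon-stimulated genes in the interaction (adjusted p 0.0389 for the latter).

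Single genes that reversed were all steroid genes that are not called. Star in the systemic comparison was -0.069 with sex, -0.036 with surrogate variables and -0.093 with mitochondrial percent. Hsd3b6 was -3.08 (over 50) and -0.51 (log2) in the systemic comparison, and -0.11 (block), -0.23 (surrogate variables), -3.59 (over 50), -0.50 (over 1000) and -1.30 (log2) in the interaction. Cyp17a1 in the interaction was -0.37 (surrogate variables), -0.27 (over 1000) and -0.32 (log2). Nr3c1 was 0.0072 (surrogate variables), 0.099 (over 50), 0.074 (over 1000) and 0.11 (log2) in the systemic comparison, and 0.032, 0.0078 and 0.094 with the same 3 covariates in the interaction. Nr3c2 was -0.035 (over 50) in the systemic comparison. With 1 library left out, Star ran from -0.17 (without systemic cKO 7) to 0.32 and Nr3c2 from -0.074 (without systemic control 5) to 0.30 in the systemic comparison, and Cyp17a1 from -0.67 to 0.15 (without systemic control 1). In the interaction Cyp17a1 ran from -0.032 (without systemic cKO 4) to 0.79 and Hsd3b6 from -0.011 (without systemic cKO 4) to 0.64, and topical Nr3c1 ran from -0.034 (without topical control 7) to 0.19.

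Of 556 values of single named genes under the alternatives chosen first, 519 kept their direction and side of the threshold, 31 were no longer past it and 6 reversed. Of 360 under the alternatives chosen later the numbers were 266, 79 and 15, and of 760 with 1 library left out they were 677, 70 and 13. The 6 named genes between routes in cKO kept their calls in all 58 values under those chosen first, all 36 of those chosen later and all 60 with 1 library left out. Some genes have no value at a mean of at least 5 CPM. Sex was read from Y-linked genes alone, and the part of that alternative that rests on Xist was not run.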

Other observations

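The tests in this part were chosen after the results were seen, apart from the counts over other splits of the libraries. The lists were also written then, apart from the marker lists of melanocytes, epidermal immune cells and the dissociation response and the lists tested above.

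Of the 16 genes called in the topical comparison, 7 are on a list of p53 target genes. Outside the called genes, 37 listed targets rose by a median log2 fold change of 0.41 (32 of 37 higher, fry adjusted p 0.00238 over 70 tests), as a p53 response in topical cKO keratinocytes would require. Summed as a score, the topical cKO libraries (0.11 to 0.42) did not overlap the controls (-0.32 to -0.02; exact two-sided permutation p 0.00794, n = 5 each, the smallest that 252 arrangements can give). The median stayed at 0.40 with sex, 0.38 with the dissociation score and 0.36 with mitochondrial percent as a covariate, each with a fry p under 0.05, which argues against these as the whole cause. In the systemic comparison it was -0.01 (fry adjusted p 0.941), and the interaction was -0.40 (fry adjusted p 0.0304). With satellite-like CPM over 50 as a covariate the interaction was -0.25, with its systemic part resting on systemic cKO 2 alone. As a score, systemic cKO mice 2, 6 and 7 were at 0.16, 0.086 and 0.27, and mice 4 and 5 at -0.20 and -0.11. Systemic controls ran from -0.15 to 0.11 (exact two-sided permutation p 0.397). A rise in some systemic cKO mice is thus not excluded. The controls carry no Cre, so activity of the recombinase and loss of Cyp11b1 cannot be told apart for these genes, and a mouse with Cre and without floxed alleles was not used here. A p53 response is thus a hypothesis, and its origin is open. The list shares 2 genes with the glucocorticoid-induced list, 1 with the dissociation response and 1 with antigen presentation. Over all 44 genes of the list the topical median was 0.53, with 18 called genes adjusted over the list alone. The systemic median was 0.088 (24 of 44 higher, fry adjusted p 0.759), with 3 called genes over all genes and 5 over the list alone. In the interaction 3 genes of the list were called over all genes and 20 over the list alone.

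Mcam was at 13.2 to 27.97 CPM in topical cKO and at 1.06 to 1.43 CPM in topical controls. In the systemic cKO mice it was at 10.4, 10.9 and 8.63 CPM (mice 2, 6 and 7) and at 1.49 and 1.86 CPM (mice 4 and 5), against 0.957 to 3.18 CPM in systemic controls. No explanation was tested for this spread.

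Gpnmb was higher in all 10 topical libraries than in any systemic one in both genotypes. With satellite-like CPM over 50 as a covariate the route difference in cKO was -6.56. Melanocyte markers summed to at most 12.8 CPM in a topical library and 35.6 CPM in a systemic one, and epidermal immune cell markers to at most 8.95 and 10.5 CPM, so neither cell type brings enough transcripts in the topical libraries. A lysosomal response to topical treatment is a candidate explanation: a list of 35 lysosomal genes without Gpnmb had a median of -0.28 after injection in cKO (fry adjusted p 0.00777) and -0.41 in controls (fry adjusted p 9.08e-04). The vehicle, shaving and the route itself are 1 factor in this design. Of 100 splits of the 10 controls drawn from 126, 1 gave as many genes as the route, which was the real one.

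For the cKO libraries, 2 of 100 splits gave as many genes as the route (1145). The other exchanged topical cKO 3 and 5 with systemic cKO 4 and 5 and gave 2554 genes, 1388 in one direction and 1166 in the other, with median transcript lengths of 5522 and 2052 bases. It parts libraries with 5.28 to 7.49% mitochondrial counts from those with 2.45 to 5.28%. With offsets for GC content and length, 1700 genes were called, so these trends do not account for the whole. With mitochondrial percent as a covariate no gene was called in this split, but the covariate nearly follows the split, so that test was replaced after its result was seen. In the 10 control libraries, which are not part of the split, 69.4% of its genes followed mitochondrial percent within each route in the same direction (exact two-sided permutation p 0.427, 14400 arrangements). Cell condition as read from the mitochondrial share and other differences between these cKO libraries cannot be told apart, as 10 control libraries leave the test undecided.

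Interferon-gamma-induced genes rose in systemic cKO by a median of 0.74 (19 of 22 higher, camera adjusted p 2.22e-05; fry p 0.0254 and adjusted 0.105, so they fail the correction under fry). As a score, systemic cKO libraries (0.05 to 0.80) did not overlap systemic controls (-0.52 to -0.10; exact two-sided permutation p 0.00794, the smallest that 252 arrangements can give), and the topical difference was 0.39 (exact permutation p 0.230). The interaction median was 0.40 (fry p 0.354), so a difference between routes was not shown. The systemic median was 0.59 with sex and 0.97 with mitochondrial percent as a covariate, each with a fry p under 0.05. With satellite-like CPM over 50 it was 0.92, but that fit compares systemic cKO 2 alone with the controls. Systemic cKO 2 had the highest score of its group (0.80), so the fit cannot show whether the rise holds apart from the split. Epidermal immune cell markers summed to at most 7.87 CPM in systemic cKO. An interferon-gamma response in systemic cKO may be present, as a hypothesis. The list shares 7 genes with antigen presentation and 4 with the interferon-stimulated list, and held no called gene over all genes and 7 over the list alone.

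Genes with detained introns had a median of -0.51 in systemic cKO (fry adjusted p 0.0216) and 0.97 in controls after injection (fry adjusted p 4.98e-04). With satellite-like CPM over 50 as a covariate the medians were -0.05 (fry p 0.846) and 0.26 (fry p 0.253). In the systemic comparison 8 detained-intron genes were called over all genes and 13 over the list alone, and in the interaction 0 and 9. Cholesterol synthesis genes had a topical median of -0.13 and an interaction median of 0.26 (fry adjusted p 0.734 and 0.593). Their list held 1 called gene in the systemic comparison (15 of 20 higher), adjusted over all genes or over the list alone. It held none in the topical comparison or the interaction. No other explanation was tested for the detained-intron genes, and none for the cholesterol synthesis genes.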
